A study of Homo sapiens with 3 samples. Its data were reported in "The Tumor-Suppressive miR-497-195 Cluster Targets Multiple Cell-Cycle Regulators in Hepatocellular Carcinoma" (2013).

How the data were processed

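RNA bound to Argonaute2 (Ago2), the protein that holds the guide strand of a miRNA in the RNA-induced silencing complex, was recovered by immunoprecipitation from Hep G2 cells, a human liver cancer line. Cells were collected 24 hours after transfection with 5 nM of a double-stranded mimic of miR-195 or of miR-497, or without transfection. From each immunoprecipitate 10 ng of RNA was labelled with Cy3 and hybridised to 1 Agilent human miRNA array. The 3 arrays lay on 1 slide. Each group of the study, non-treated, miR-195 and miR-497, therefore held 1 array as analysed here, and groups were taken from the sample labels.

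The deposited scanner files held spot intensity on a linear scale, per the file headers from Agilent Feature Extraction 10.7.1.1, with the background subtracted and the surface trend removed within each array and with no scaling between arrays. The same files gave a flag for spots well above background, outlier flags, and the software's own total per probe and per miRNA. The authors also deposited a table of normalized log2 values, whose first line names GeneSpring, a threshold of raw signals at 1 and a shift to the 75th percentile, with no baseline step. On each array all 961 IDs of that table equalled the log2 of the larger of 1 and the software total per miRNA, with a largest difference of 1.1e-06. The 75th percentile of the totals was 0.1 on each array, the value given to undetected miRNAs, and the shift had therefore left the values as they were. The file headers name the hg19 build. Coordinates are not given here, since the gene table at hand belongs to the GRCh38.p14 assembly.

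The background-subtracted signal was averaged over the spots of a probe on the linear scale, after control spots and spots with a non-uniformity or population outlier flag were left out. No spot was saturated. Probe means were summed over the probes of a miRNA, divided by the 75th percentile of the array and converted to log2. The percentile was taken over the 183 probes that were well above background on all 3 arrays, because most probes were not detected. A probe was well above background when more than 50% of its used spots carried that flag, and a miRNA when at least 1 of its probes did. A miRNA that was not well above background on an array had only a bound there, the higher of its own signal and the lowest signal among miRNAs well above background on that array. A difference against such a value is given as at least that size, and no fold is given when the bound lay on the other side or when neither array measured the miRNA. Where the own signal was the higher, the bound carries the error of that signal and is not a strict limit. This was so for hsa-miR-497, hsa-miR-328 and hsa-miR-940 on the non-treated array.

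With 1 array per group there was no test between groups, no p-value and no count of significant miRNAs, and the number of arrays limits the precision. Differences are described by a fixed size of 2-fold, over human miRNAs well above background on both arrays of a comparison and without the 2 transfected miRNAs. The SD given beside a difference comes from the spread between spots of the same array and covers technical error within the array only. It holds nothing of the variation between cultures, immunoprecipitations or arrays. Slide and scan could not be fitted as a block, since all 3 arrays shared both.

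The miRNAs named were chosen by a rule fixed before the data were examined. It took the transfected miRNAs, their passenger strands (the other strand of the duplex, marked by an asterisk) and the miR-15/miR-107 group whatever their values. For each transfected array against the non-treated array it then took up to 5 increases and 5 decreases of at least 2-fold in which all probes well above background on both arrays moved the same way, and the 3 largest bounds. The median of the miR-15/miR-107 group was placed among 10000 random lists of the same size, each member drawn from the 15 miRNAs closest to it in mean signal. The correlation of the differences against the shared non-treated array was set beside 1000 simulated sets of unchanged arrays.

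The summary was tested on simulated spots drawn from the probe means and spot errors of the non-treated array. With 10 of 168 miRNAs changed by 2 log2 units, all 10 could be measured in the simulated miR-195 comparison and passed 2-fold. There was no false call among 152 unchanged miRNAs, and the median error over all 162 measured miRNAs was -0.03. In the simulated miR-497 comparison, which included the lower brightness of that array, 7 of the 10 changed miRNAs could be measured on both arrays and the 7 passed, with no false call among 109. With 40 changed miRNAs the scaling percentile itself moved, and the median error was -0.54 for the miR-195 comparison and -0.33 for the miR-497 comparison. The simulation held spot error within an array only. With 10 changed miRNAs its errors had SDs of 0.06 and 0.05, while the differences between the real arrays had SDs of 0.37 and 0.41. It therefore gives no rate of false calls for the real arrays.

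Alternatives covered the scaling (75th percentile over all non-control probes, median, none, quantile), the background (normexp with an offset of 50 in limma 3.58.1, run on the median pixel signal because the files held no mean pixel signal), the summary of a miRNA, the treatment of spots, the detection rule, the filter on dim miRNAs, the deposited table and thresholds of 1.5-fold and 3-fold. Scaling to 4 spike-in controls and a plain sum of the software's probe totals were added after the data were seen. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and R 4.3.3.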

Results

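The miRNA content of Ago2 immunoprecipitates from Hep G2 cells was profiled on 3 single-colour arrays, 1 each for non-treated cells and for cells transfected with the miR-195 or the miR-497 mimic. The genes of both miRNAs, MIR195 and MIR497, neighbour each other and lie within the host transcript MIR497HG in the GRCh38.p14 annotation. The profiles address whether each transfected miRNA rose in the Ago2 immunoprecipitate, and whether other miRNAs rose with it. The 3 arrays held no input RNA, control immunoprecipitate or control mimic. A rise alone therefore cannot tell loading into Ago2 from mimic carried along unbound. No replicate arrays were analysed here, so no difference below has a replicate check. The methods of the study state that samples were analysed more than once, and any further arrays are not analysed here.

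Each array carried 15024 non-control spots for 851 human and 88 viral miRNA names, with 16 spots per miRNA. Spots well above background made up 14.9% of the non-treated array, 13.5% of the miR-195 array and 9.96% of the miR-497 array. Human miRNAs well above background numbered 168, 153 and 121 in the same order, and 118 of them were shared by all 3 arrays. No viral miRNA reached this level on any array. The spread between spots of a detected probe had a median coefficient of variation of 9.40% on the non-treated array, 8.19% on the miR-195 array and 11.6% on the miR-497 array.

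The miR-497 array was dimmer than the others. Its 75th percentile over the shared detected probes was 263 intensity units, compared with 827 on the non-treated array and 778 on the miR-195 array. Without scaling, the median difference from the non-treated array was -1.62 log2 units over 118 miRNAs on the miR-497 array and -0.10 over 147 miRNAs on the miR-195 array. On the miR-497 array 116 of the 118 miRNAs were dimmer than on the non-treated array. The differences below are relative to the 75th percentile of each array, and an increase on the miR-497 array can therefore stand for a signal that fell less than the others. The signals of the labelling spike-ins, synthetic RNAs added before labelling, changed by an average of -0.53 log2 units on the miR-497 array and -0.44 on the miR-195 array. Those of the hybridisation spike-ins, added afterwards, changed by -0.22 and -0.19.

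**Figure D1:**
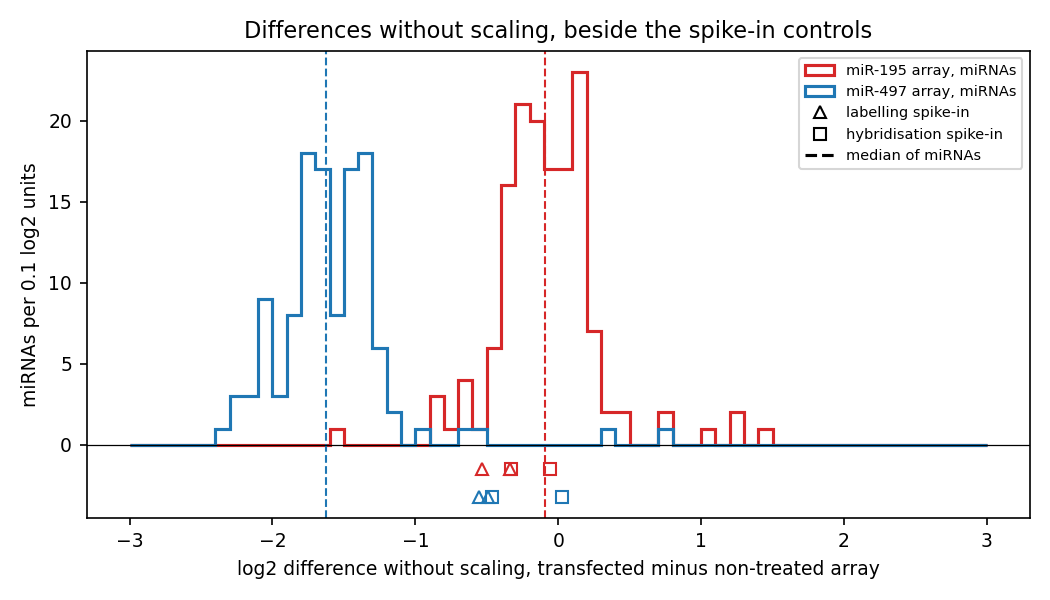
Histogram of log2 differences without scaling between each transfected array and the non-treated array (x axis, log2 units; y axis, miRNAs per 0.1 units), for miRNAs well above background on both arrays and without the transfected miRNAs. Dashed lines mark the medians of -0.10 and -1.62, and symbols under the axis mark single labelling and hybridisation spike-ins, of which none fell as far as the median of the miR-497 array.

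In cells transfected with miR-195, the hsa-miR-195 signal was 38522 units, compared with 45.3 units in non-treated cells. The scaled difference was 9.82 log2 units (spot SD 0.18), a 903-fold increase. Both of its probes were well above background on the miR-195 array, and 1 of them on the non-treated array and on the miR-497 array. Against the miR-497 array, hsa-miR-195 was 397-fold higher on the miR-195 array, a log2 difference of 8.63 (spot SD 0.35). Where all spots of a probe had to be well above background, hsa-miR-195 was not detected on the miR-497 array and this difference was a bound of at least 8.71. The background treatment moved the first value most, to 7.90 with the normexp correction.

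In cells transfected with miR-497, the hsa-miR-497 signal was 7903 units, while in non-treated cells it was not well above background. The increase was at least 11.04 log2 units, or at least 2102-fold. This bound rests on its own non-treated signal of 11.8 units, with a spot SD of 0.60 log2 units. It is therefore not a strict limit. Against the miR-195 array, where hsa-miR-497 was measured at 45.4 units, the increase was 9.01 log2 units (spot SD 0.27), or 515-fold. With the normexp correction the bound against non-treated cells was 7.28.

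The other member of the cluster was examined on each array. On the miR-195 array hsa-miR-497 was at least 2.03 log2 units above the non-treated array, at least 4.08-fold. This bound rests on the same dim non-treated signal. Only 1 of the 2 probes of hsa-miR-497 was well above background on the miR-195 array. The signal of that probe was 42.7 units, 0.621% of its signal on the miR-497 array before scaling. On the miR-497 array hsa-miR-195 was 1.19 log2 units above the non-treated array after scaling (spot SD 0.38). Its signal before scaling was lower, 32.8 units compared with 45.3, and the direction of this difference reversed without scaling, at -0.47 log2 units, with the 75th percentile over all non-control probes, with spike-in scaling and in the deposited table.

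Passenger strands were measured because the mimics were double-stranded. The hsa-miR-195* signal rose to 10321 units on the miR-195 array and was not well above background on the other arrays, an increase of at least 9.94 log2 units, or at least 985-fold, over non-treated cells. The hsa-miR-497* signal was 272 units on the miR-497 array and was not well above background on the other arrays, an increase of at least 6.26 log2 units, or at least 76.7-fold. All 4 probes of each passenger strand were well above background on the array of its own mimic.

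**Figure D2:**
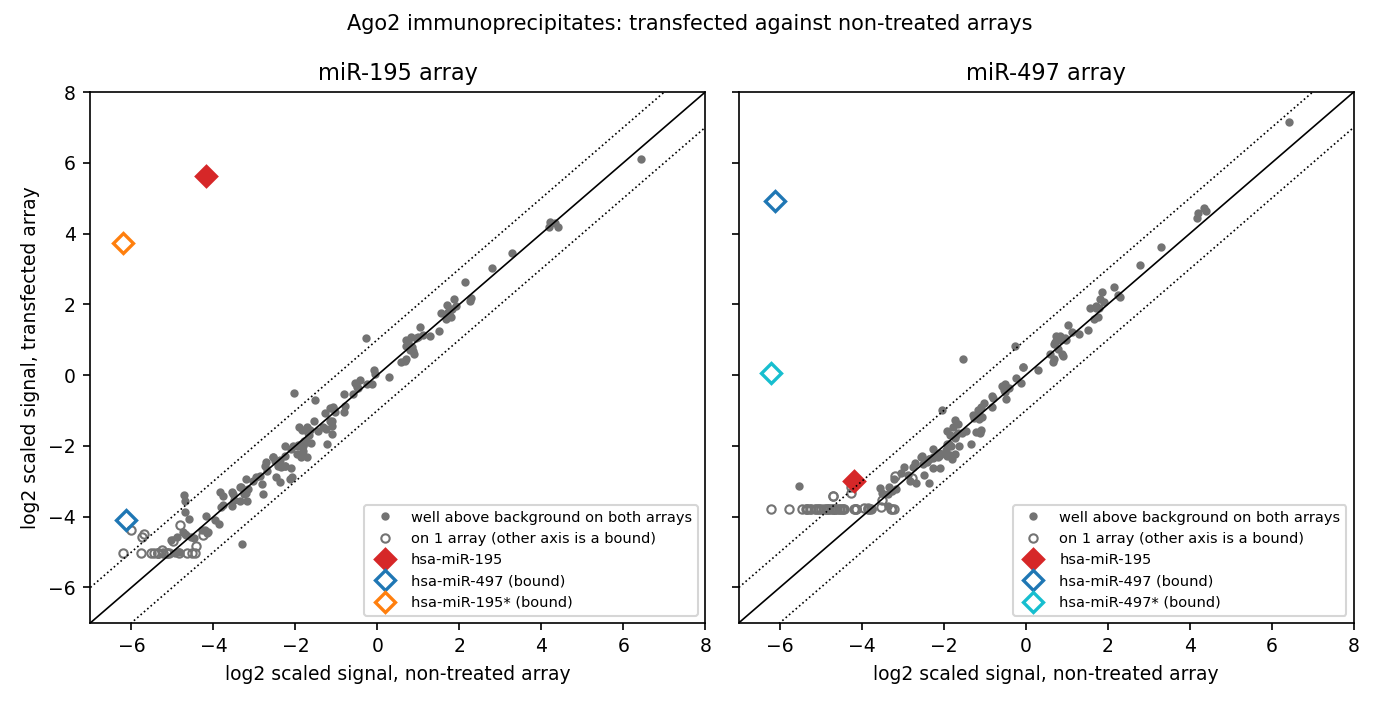
Log2 scaled signal of miRNAs on the miR-195 array (left) and the miR-497 array (right) against the non-treated array, 1 point per miRNA, where open symbols have a bound on 1 of the axes and dotted lines mark a 2-fold difference. Transfected miRNAs and their passenger strands stand far above the line of equality on the array of their own mimic, and most other miRNAs lie within the dotted lines.

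Ranked by log2 difference, with bounds at their bound, hsa-miR-195 stood at rank 2 of 159 human miRNAs on the miR-195 array, with its own passenger strand at a bound above it. On the miR-497 array hsa-miR-497 stood at rank 1 of 128. Passenger strands aside, the next values on the miR-195 array were the bounds of hsa-miR-497 at 2.03 and hsa-miR-328 at 1.64, and the next value on the miR-497 array was hsa-miR-720 at 2.39.

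Changes of other miRNAs were few. Between the miR-195 and non-treated arrays, 142 of 147 miRNAs differed by less than 2-fold, 4 were at least 2-fold higher and 1 was at least 2-fold lower. With bounds the counts were 8 and 1, and the 8 included the passenger strand hsa-miR-195*. The 4 increases were hsa-miR-1225-5p at 1.54 log2 units (spot SD 0.09), hsa-miR-1202 at 1.33 (spot SD 0.10), hsa-miR-1915 at 1.32 (spot SD 0.20) and hsa-miR-638 at 1.14 (spot SD 0.23). The decrease was hsa-miR-363*, at -1.48 (spot SD 0.40). Among miRNAs measured on 1 of the arrays only, the largest bounds after the passenger strand were hsa-miR-328 at 1.64 and hsa-miR-940 at 1.20. Both rest on their own non-treated signals, 12.8 and 16.0 units, and are not strict limits. The software total per miRNA and the deposited table gave the most increases at this threshold, 13 of 147 and 16 of 175. The percentile over all non-control probes turned the split around, to 1 higher and 9 lower.

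Between the miR-497 and non-treated arrays, 114 of 118 miRNAs differed by less than 2-fold after scaling, 4 were at least 2-fold higher and 0 were at least 2-fold lower. With bounds the counts were 5 and 0, and the added increase was the passenger strand hsa-miR-497*. The increases were hsa-miR-720 at 2.39 log2 units (spot SD 0.28), hsa-miR-923_v12.0 at 1.99 (spot SD 0.18), hsa-miR-1202 at 1.09 (spot SD 0.14) and hsa-miR-1225-5p at 1.05 (spot SD 0.11). Without scaling hsa-miR-720 and hsa-miR-923_v12.0 were still higher, by 0.74 and 0.34, while hsa-miR-1202 and hsa-miR-1225-5p were lower, at -0.56 and -0.60. Only 1 of the 2 probes of hsa-miR-720 was well above background on these arrays. Its signal was 18.0 units on the non-treated array and 29.9 on the miR-497 array, near the lowest detected signals of 11.1 and 19.1. The split of the calls turned around with the scaling, from 4 higher and 0 lower to 0 higher and 113 lower without scaling, and to 1 higher and 95 lower with spike-in scaling. Decreases were limited by detection, since the lowest detected signal after scaling was -3.78 log2 units on the miR-497 array and -6.22 on the non-treated array. A miRNA dim in non-treated cells could therefore not reach a 2-fold decrease, even as a bound. For example, hsa-miR-363* went from 84.0 to 17.1 units before scaling, and its bound was -0.48. Bounds on decreases reached -0.57 for hsa-miR-99b and -0.53 for hsa-miR-423-5p. In the deposited table hsa-miR-99b was instead higher, by 1.13, from a total of 101 units on the miR-497 array of which its own significant probes gave 7.89.

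The transfected arrays were also compared with each other, which leaves out what transfection itself changes. Of 117 miRNAs, 2 were at least 2-fold higher on the miR-497 array, hsa-miR-923_v12.0 at 1.17 and hsa-miR-21 at 1.05, and 0 were at least 2-fold lower. With bounds the counts were 4 and 1. The decrease was the passenger strand hsa-miR-195*, and the 4 included the passenger strand hsa-miR-497*. The names hsa-miR-923_v12.0 and hsa-miR-21 fall outside the naming rule for this comparison and were chosen after their values were seen. The 2 probes of hsa-miR-21 fell unequally from the miR-195 to the miR-497 array before scaling, from 38546 to 29598 units and from 15090 to 7918. Decreases of dim miRNAs were out of reach here too, since the lowest detected signal after scaling was -5.04 on the miR-195 array and -3.78 on the miR-497 array. Without scaling all 117 miRNAs were dimmer on the miR-497 array, and the counts were 0 higher and 114 lower.

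Members of the miR-15/miR-107 group share the seed of the transfected miRNAs. On the miR-195 array hsa-miR-15a changed by -0.08 log2 units, hsa-miR-15b by -0.15, hsa-miR-16 by 0.25, hsa-miR-103 by -0.01 and hsa-miR-107 by 0.05, with spot SDs of 0.13, 0.08, 0.13, 0.12 and 0.12. Their median of -0.01 lay at percentile 23.4 of the random lists, as a description of these arrays. The sign of this median followed the scaling, at -0.55 with the percentile over all non-control probes and 0.22 with spike-in scaling. On the miR-497 array the corresponding changes after scaling were -0.07, 0.02, 0.32, -0.10 and 0.19, and the median of 6 members including hsa-miR-195 was 0.10, at percentile 34.6. Without scaling this median was -1.55 and hsa-miR-16 was at -1.33, as the whole array was dimmer. The signals of hsa-miR-424, hsa-miR-503 and hsa-miR-646 were not well above background on any array.

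The differences of both transfected arrays from the non-treated array were correlated across 117 miRNAs, with a Pearson r of 0.72 and a Spearman rho of 0.68. The shared non-treated array gives such a correlation by itself. Simulated unchanged arrays with the spot error of these arrays gave a median r of 0.38 (95% of simulations from 0.16 to 0.56), and simulated arrays of equal error gave 0.50 (0.35 to 0.62). The observed r was above both ranges, but neither simulation gave the non-treated array a larger error than the other arrays beyond its spots, which would raise r by itself. The SD of the differences was 0.37 and 0.41 against the non-treated array and 0.26 between the transfected arrays. The correlation therefore does not show a change shared by the transfected cells, and miRNAs are not independent replicates. The observed r fell to 0.36 with the normexp correction and to 0.078 with the software total per miRNA, for which no unchanged arrays were simulated.

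In the deposited table, 79.0% of IDs on the non-treated array, 79.2% on the miR-195 array and 84.4% on the miR-497 array were at the floor of 0. From that table hsa-miR-497 differed by 8.55 log2 units between the miR-497 and non-treated arrays, and hsa-miR-195 by 10.50 between the miR-195 and miR-497 arrays. In that table, which carried no scaling, 102 of 135 miRNAs were at least 2-fold lower on the miR-497 array than on the non-treated array and 13 were at least 2-fold higher. The totals behind the table also exceeded the sum of their own significant probes for 61 of 202 detected names on the non-treated array, 64 of 200 on the miR-195 array and 47 of 150 on the miR-497 array. Of the increases over non-treated cells in the table, all 13 on the miR-497 array and 12 of the 16 on the miR-195 array had such a total on the transfected array. The total of hsa-miR-497 held an excess on the arrays where it was dim, with 11.2 units on the non-treated array of which its own probes gave 5.42, and 31.9 units on the miR-195 array of which its own probes gave 22.0, and the deposited differences of hsa-miR-497 rest on these totals.

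**Figure D3:**
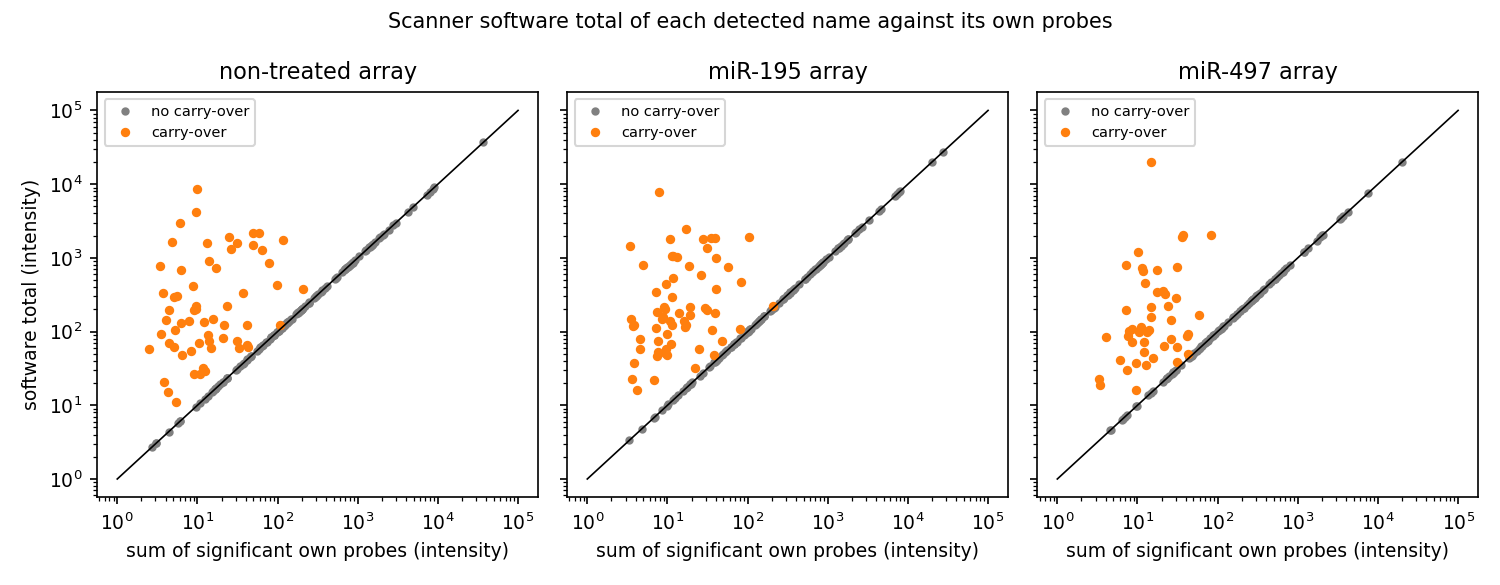
Scanner software total of each detected name (y axis, intensity, log scale) against the sum of its own significant probes (x axis, intensity, log scale) on the 3 arrays, 1 point per name, with the line of equality. Coloured points are the 61, 64 and 47 names whose total also held the total of the preceding name, and they lie above the line.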

Values the study reported

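The study described its miRNA microarray as covering 866 human miRNAs. Mimics were used at 5 nM, and the immunoprecipitation took place 24 hours after transfection.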

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

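The tests in this part were chosen after the result was seen. Probes for viral miRNAs enter no comparison of the report, and 2 of the 88 had a signal in the deposited table on the miR-195 array while standing at the floor of 0 in non-treated cells. The deposited log2 value of ebv-miR-BART17-3p was 10.50 and that of hsv1-miR-H6-3p was 5.56, both on the miR-195 array. Neither was well above background on any of its probes there. The total of ebv-miR-BART17-3p was 1448 units, of which its own significant probes gave 3.37 and the preceding name in alphabetical order, the spike-in control dmr_6, gave 1445. For hsv1-miR-H6-3p the total was 47.2 units, with 7.39 from its own probes and 39.9 from the preceding name, hsa-miR-99b.

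The carried total was tested over all detected names. A rule that adds the running total of the preceding detected name whenever the first probe of a name is below 3 times its error gave 100% of the 552 totals on the 3 arrays, within 0.3% plus 0.02 units. None of the 380 names with a significant first probe had an excess. Bright probes or outlier spots of the same miRNA are argued against, since 162 of the 172 carried totals were over 1.5 times the sum of all probes of the name. The viral values are therefore consistent with an error in the software's sum. A viral source was not tested, and the design names none.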

How the results depend on the processing

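Of the alternatives, spike-in scaling and the sum of probe totals were chosen after the data were seen. Over all alternatives, the values that answer a comparison stayed within the spot error, or within 1.5 times for counts, in 203 cases, moved in 139 and reversed in 4. Of the other values, 296 stayed, 184 moved and 10 reversed. A value is counted as reversed when a difference of at least 2-fold changed sign. Differences of single miRNAs below 2-fold changed sign in 38 further cases, 26 of them by more than the spot error. The causes were not tested unless stated. Keeping all spots and median scaling moved none of the former beyond these limits. The sum of probe totals moved 1 of them, the bound of hsa-miR-195*, to at least 9.82. The increases of the transfected miRNAs on the array of their own mimic kept their direction and stayed above 2-fold under every alternative that gave a value.

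With the 75th percentile over all non-control probes, most of which were near background, hsa-miR-195 on the miR-195 array was 9.28 above the non-treated and 9.48 above the miR-497 array, hsa-miR-497 on the miR-497 array was at least 9.65 and 8.16 above the non-treated and miR-195 arrays, and hsa-miR-497 on the miR-195 array at least 1.49. On the miR-497 array against non-treated, hsa-miR-195 reversed to -0.20, hsa-miR-1202 to -0.29 and hsa-miR-1225-5p to -0.33. The counts higher and lower became 1 and 9 for the miR-195 array, 1 and 110 for the miR-497 array, and 0 and 17 between the transfected arrays, and the medians of the miR-15/miR-107 group -0.55 and -1.28.

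Without scaling, the dimness of the miR-497 array entered each of its differences. hsa-miR-195 was 10.20 above the miR-497 array, hsa-miR-497 at least 9.39 above non-treated and 7.44 above the miR-195 array, and on the miR-497 array hsa-miR-195 reversed to -0.47, hsa-miR-1202 to -0.56 and hsa-miR-1225-5p to -0.60. The counts were 0 higher and 113 lower against non-treated and 0 and 114 against the miR-195 array, and the group median was -1.55. With spike-in scaling hsa-miR-195 was 10.05 above non-treated and 10.14 above the miR-497 array, hsa-miR-497 was at least 2.26 on the miR-195 array, at least 9.76 on the miR-497 array and 7.50 between them, and hsa-miR-195, hsa-miR-1202 and hsa-miR-1225-5p on the miR-497 array reversed to -0.093, -0.19 and -0.23. Counts were 1 higher and 95 lower against non-treated and 0 and 113 against the miR-195 array, with group medians of 0.22 and -1.18. Relative to the main scaling, the median over all measured miRNAs on the miR-497 array moved by -1.65 without scaling, -1.38 with the percentile over all probes, -1.28 with spike-ins, -0.15 with quantile normalization and 0.11 with median scaling. On the miR-195 array it moved by -0.54, 0.23 and -0.19 with the percentile over all probes, spike-ins and quantile normalization. Quantile normalization gave at least 1.67 for hsa-miR-497 on the miR-195 array, at least 10.39 and 8.72 on the miR-497 array, group medians of -0.28 and -0.19, and 1 increase between the transfected arrays.

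The normexp correction, whose offset of 50 draws dim signals together, gave 7.90 and 6.55 for hsa-miR-195, at least 0.35 for hsa-miR-497 on the miR-195 array, and at least 7.28 and 6.93 on the miR-497 array. It left 2 increases and 0 decreases on the miR-195 array, 10 increases on the miR-497 array and 7 between them, put hsa-miR-195 at rank 1, and gave an r of 0.36 and a rho of 0.27.

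The software total per miRNA, which holds the carry-over, gave 9.19 for hsa-miR-195 between the transfected arrays and 0.54 on the miR-497 array, and for hsa-miR-497 at least 1.52, at least 9.87 and 8.35. Increases numbered 13, 16 and 13 in the 3 comparisons, hsa-miR-195 was at rank 1, the group median on the miR-497 array was -0.19, r was 0.078 and rho 0.44. The deposited table gave 10.50 for hsa-miR-195 between the transfected arrays and 1.51, 8.55 and 7.04 for hsa-miR-497, whose totals on the non-treated and miR-195 arrays held the carry-over, with 16 increases on the miR-195 array, 13 increases and 102 decreases on the miR-497 array and 11 and 105 between them, a group median of -1.52, an r of 0.25 and a rho of 0.47. Against non-treated it reversed hsa-miR-940 on the miR-195 array to -0.37, and on the miR-497 array hsa-miR-195 to -0.78, hsa-miR-720 to -0.94, hsa-miR-1202 to -0.53 and hsa-miR-1225-5p to -0.57. The totals of hsa-miR-940 and hsa-miR-720 held the carry-over on both arrays compared, and the sum of their own significant probes rose. For hsa-miR-940 that sum was 6.15 units on the non-treated array and 11.6 on the miR-195 array. For hsa-miR-720 it was 9.49 units on the non-treated array and 14.1 on the miR-497 array. The totals of hsa-miR-195, hsa-miR-1202 and hsa-miR-1225-5p held no carry-over. The deposited table also turned the bound of hsa-miR-99b on the miR-497 array, -0.57, into an increase of 1.13 through the carry-over.

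The bound of hsa-miR-195* on the miR-195 array over non-treated was 9.41 with the percentile over all non-control probes, 9.86 without scaling, 9.73 with quantile normalization, 10.17 with spike-in scaling, 5.44 with normexp, 8.12 with the software total, 8.58 with single-probe differences, 8.70 with the brightest probe, 9.63 with the median over spots, 10.38 with the software flag, 9.31 with all spots well above background and 7.51 without a filter. For hsa-miR-497* on the miR-497 array the bounds were 4.88 with the percentile over all probes, 4.61 without scaling, 4.98 with spike-in scaling, 2.56 with normexp, 4.23 with the software total, 4.74 in the deposited table, 4.32 with single-probe differences, 4.43 with the brightest probe, 6.04 with the median over spots, 6.69 with the software flag, 5.55 with all spots well above background and 3.83 without a filter.

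The bounds also moved when single probes were taken. The mean of single-probe differences gave 9.45 and 8.18 for hsa-miR-195, at least 1.51 and at least 10.41 for hsa-miR-497 against non-treated, rank 1 for hsa-miR-195 and 1 increase between the transfected arrays. The brightest probe gave 9.45, 8.18, at least 1.63, at least 10.53 and rank 1. The median over spots gave at least 10.84 for hsa-miR-497 and rank 1 for hsa-miR-195. Requiring all spots well above background gave at least 1.48 and at least 10.41 for hsa-miR-497, rank 1, and 1 increase between the transfected arrays.

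Detection by the software flag gave 2 decreases on the miR-195 array, 7 increases and 1 decrease on the miR-497 array and 5 increases between them. With miRNAs well above background on all 3 arrays there were 2 increases and 0 decreases on the miR-195 array, hsa-miR-195 was at rank 1, and hsa-miR-497 and the passenger strands gave no value because they were measured on too few arrays. Without a filter, with signals floored at 1 level for all arrays, hsa-miR-195 was 9.41 above non-treated on the miR-195 array, at rank 1, and 0.78 on the miR-497 array. hsa-miR-497 was 0.00 on the miR-195 array and 8.69 against either array on the miR-497 array, with 0 decreases on the miR-195 array, 1 decrease between the transfected arrays, an r of 0.21 and a rho of 0.52. At 1.5-fold there were 6 decreases on the miR-195 array and 2 on the miR-497 array. At 3-fold there were 0 increases and 0 decreases on the miR-195 array, 2 increases on the miR-497 array and 0 between them.

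Slide as a block was not run, since all arrays lay on 1 slide. No paired analysis was possible because each group held 1 array. Signal over background limits what can be seen on the miR-497 array in particular, where the median spot well above background was 3.26 times its background, compared with 3.92 and 4.26 on the non-treated and miR-195 arrays.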

Other observations

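The tests in this part were chosen after the result was seen, except the one on the array surface, whose outcome had not been looked at. The miR-497 array was dimmer than the non-treated array by a median of -1.62 log2 units before scaling. Weaker hybridisation or scanning of the whole array is argued against as the whole cause, because the hybridisation spike-ins changed by -0.22 on average. Weaker labelling is argued against in the same way, because the labelling spike-ins changed by -0.53, close to the -0.44 on the miR-195 array. Displacement of endogenous miRNAs by whichever mimic was transfected is argued against by the median of -0.10 on the miR-195 array. Uneven hybridisation is argued against by the 4 sections of the array surface, where the smallest fall was -1.55 and the largest was -1.73. The fall was also of like size in the brighter part of the miRNAs, at -1.49, and in the dimmer part, at -1.70. A smaller amount of miRNA in the RNA labelled for that array, from a lower recovery of the immunoprecipitate or from displacement by the miR-497 mimic alone, may explain the pattern. These remain open and were not tested, since each group had 1 array. hsa-miR-720 and hsa-miR-923_v12.0 did not follow the fall, and rose by 0.74 and 0.34 without scaling, though hsa-miR-720 was near the lowest detected signal.

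The carry-over of totals reached human miRNAs too. On the miR-497 array the deposited total of hsa-miR-21* was 19933 units, of which its own significant probes gave 14.9 and hsa-miR-21 gave 19918. The deposited total of hsa-miR-16-2* on the non-treated array was 2973 units, while its own significant probes gave 6.06. These names were chosen after their values were seen. Over the 3 arrays 31.2% of detected names carried such an excess, with a median ratio of total to own probes of 15.7, 12.9 and 9.42 on the non-treated, miR-195 and miR-497 arrays.

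The hsa-miR-497 signal on the miR-195 array came from 1 probe, which rose by 32.3 units over the non-treated array. Binding of hsa-miR-195 to this probe is a candidate explanation. If hsa-miR-497 itself had risen, the other probe was expected to rise by 4.82 units, in the proportion both have on the miR-497 array. It rose by 1.31, and the shortfall was 3.02 times its standard error of 1.16, computed from the spread and number of spots. This standard error is smaller than the spot SDs given elsewhere. The other probe was not well above background on either array, where probes need not respond in proportion, so cross-hybridisation and a small amount of hsa-miR-497 cannot be told apart.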
